A study of Mus musculus with 9 samples.

How the data were processed

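Poly-A RNA was sequenced from 9 cultures of E14, a mouse embryonic stem cell line. The libraries fall into 3 groups of 3, named in the sample titles. Control cells with LIF2i were kept in self-renewal medium, which holds the cytokine LIF with inhibitors of MEK and of glycogen synthase kinase 3 beta. Control cells without LIF2i were withdrawn from all of these for 72 h. CK666 cells were withdrawn for 72 h in the presence of 80 µM CK666, a small-molecule inhibitor of the Arp2/3 complex, which nucleates branched actin filaments. CK666 was added from a DMSO stock, and the labels do not say whether control cultures received DMSO, so effects of the drug and of its solvent cannot be separated here.

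Per the file headers, the authors deposited for each library a table of 119414 Ensembl transcripts with transcript length, effective length, estimated counts and TPM. The estimated counts are not normalised and need not be whole, because reads that match several transcripts are divided between them. The deposited TPM values are scaled by the authors to a fixed sum within each library after division by effective length. The deposited effective length is another per-library column, used here only for a length correction. The column names are those of kallisto, but neither the quantification tool nor its version, the genome build nor the transcript release is stated, and whether counting used strand is not stated.

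Transcripts were assigned to genes by Ensembl identifier with GENCODE M21 (GRCm38), which may differ from the release used by the authors. A gene was found for 116640 transcripts (97.7%), and 116073 of them had the same version and length. The remaining 2774 transcripts held between 0.895% and 1.08% of the counts of a library and were kept out of the gene comparisons. Coordinates given with genes are 1-based GRCm38 positions from this annotation. Estimated counts were summed over the transcripts of each of 35896 genes and rounded to whole numbers.

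The library totals ranged from 16894327 to 22550952 estimated counts. At these totals 3 counts, taken as the detection floor, correspond to 0.134 to 0.179 CPM, counts scaled to a common library total. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. Each library was counted as a separate sample because the study calls the replicates biological. Replicates of a group differed by more than counting noise, with a chi-square per gene of 18.5 to 236, which repeated preparations of one sample could also give.

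Genes were tested with edgeR 4.0.16 in R 4.3.3, by the robust quasi-likelihood test after TMM scaling and edgeR's expression filter, which left 14648 genes. All 9 libraries entered one fit so that they shared the estimate of the spread, with 4 residual degrees of freedom. The replicate number was a block in this fit. The pairing comes from the study's design text, which calls the biological replicates paired, and from the replicate numbers in the sample titles. Every comparison was also fitted without the block. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05, and standard errors (SE) of log2 fold changes were derived from the test statistic. CPM values are TMM-scaled and are given as mean ± SD.

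Before the data were examined, 10 panels with 108 marker genes were written down, of which 96 genes passed the expression filter. The panels were tested with camera from limma 3.58.1 on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01. Adjustment was over 30 tests, 10 panels in 3 comparisons. Named genes are those of the panels and, for each comparison, the 5 raised and the 5 lowered genes with the largest log2 fold change. The latter were taken from called protein-coding genes with a mean log2 CPM of at least 3 and one direction in all 3 same-numbered pairs. One gene that met this rule is not reported here. Actb and Actg1 were chosen after their values were seen. The share of the withdrawal change retained under CK666 was measured in 1 replicate number at a time, over genes called for withdrawal, with an absolute log2 fold change of at least 1, from the other 2 replicate numbers.

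Of 115 named genes, 33 share exonic bases with another annotated gene, so part of their counts may have been divided with it. The shared part is given in the text for Pou5f1, Tagln, Vcl, Arpc4, Il4i1 and Grin1. It was 11.7% for Lrrc31, 8.57% for Pou3f1, 5.97% for Enpp2, 3.98% for Otx2, 2.92% for Ndufa4l2 and 2.63% for Anxa2, and lower for Zeb1, Tbx3, Tfcp2l1 and Trpm1.

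The tests were tried on counts simulated for 14648 genes from the real means and library sizes, with 200 genes changed. The simulated counts kept the replicate differences and the gene spreads of the fit with the block. The edgeR fit with the block recovered 163 of 200 (81.5%) with 9 false calls, and the fit without the block recovered 26 with 0 false calls. Keeping the replicate differences favoured the block in advance, so 163 against 26 cannot speak for its use on the real data. DESeq2 1.42.0 recovered 183 with 33 false calls, and voom recovered 158 with 13. In the camera test 12 of 200 random gene sets had an unadjusted p-value under 0.05. The simulated genes varied independently, so this count cannot show how the test behaves on panels whose genes vary together.

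Alternatives fixed before the data were examined covered the block, the libraries in the fit, the scaling, the test, the count filter, a transcript length correction, TPM in place of counts, a GC correction, protein-coding genes alone, a fold-change threshold and leaving out each library. A batch term for replicate 1, leaving out each replicate number in all groups, and voom with quality weights were added after seeing the data. Single genes were given 16 of these alternatives: no block, DESeq2, library totals alone, log2(TPM + 1) and the 12 fits that left out libraries. Panels were given 13: no block, an estimated inter-gene correlation, library totals alone, log2(TPM + 1) and the 9 fits that left out a library. Python 3.11.15 and matplotlib 3.10.9 were used for the remaining steps and the plots.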

Results

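The series asks what the Arp2/3 complex contributes when mouse embryonic stem cells leave self-renewal. Transcript abundance was measured in 9 libraries, 3 in each of 3 groups: control cells with LIF2i, control cells 72 h after LIF2i withdrawal, and cells withdrawn for 72 h with 80 µM CK666. In replicate order, the libraries with LIF2i held 21635106, 19914020 and 16894327 estimated counts. Those without LIF2i held 21424276, 18665138 and 18014829, and those with CK666 held 22550952, 17067924 and 17265736. The replicate 1 libraries had the largest totals of their groups, yet 15690, 17295 and 17605 genes had a count above 0 in them, against 18166 to 18749 genes in replicates 2 and 3.

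**Figure D1:**
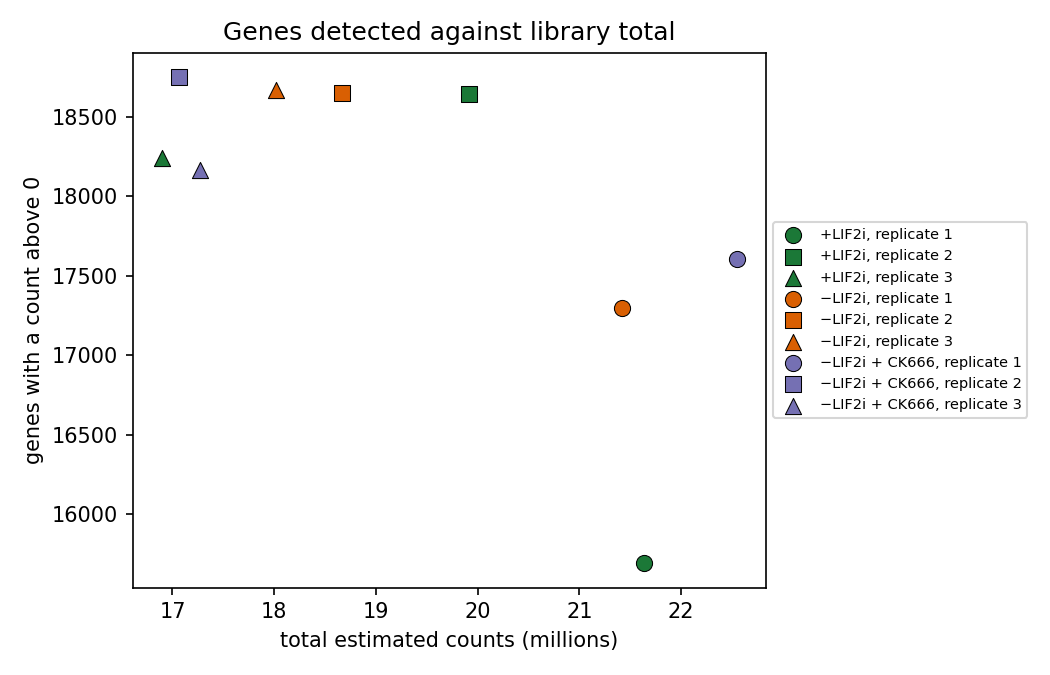
Genes with a count above 0 (y axis) against the total estimated counts of each library (x axis, scaled as labelled). Colours mark the groups and symbols the replicates; the replicate 1 libraries lie at 15690 to 17605 genes and the others at 18166 to 18749.

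The 1st principal component of log2 CPM carried 53.7% of the variance and separated libraries with LIF2i from those without. The 2nd component carried 23.3% and separated the replicate 1 libraries of all 3 groups from replicates 2 and 3. Each group had 1 library in replicate 1, so this split was balanced across the comparisons. With 1 library per group, no comparison could be repeated within replicate 1; leaving replicate 1 out of all groups gave 6588 genes for withdrawal, 1811 for CK666 and 6129 for CK666 against self-renewal, beside 5967, 300 and 5408 with all libraries. Deviations from the group means correlated across genes between same-numbered libraries of different groups, with a median Pearson r of 0.41 (0.30 to 0.65), against a median of -0.37 between differently numbered libraries. Centring on means of 3 libraries lowers the latter, which were negative in pairings with replicate 1 (-0.53 to -0.35) and positive between replicates 2 and 3 (0.21 to 0.29). Genes are not independent replicates, so no p-value was attached to these correlations. After removing the replicate 1 libraries, the differences between replicates 2 and 3 correlated between groups at 0.16, 0.12 and 0.23. The common biological coefficient of variation was 0.211 with the replicate block and 0.356 without it.

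**Figure D2:**
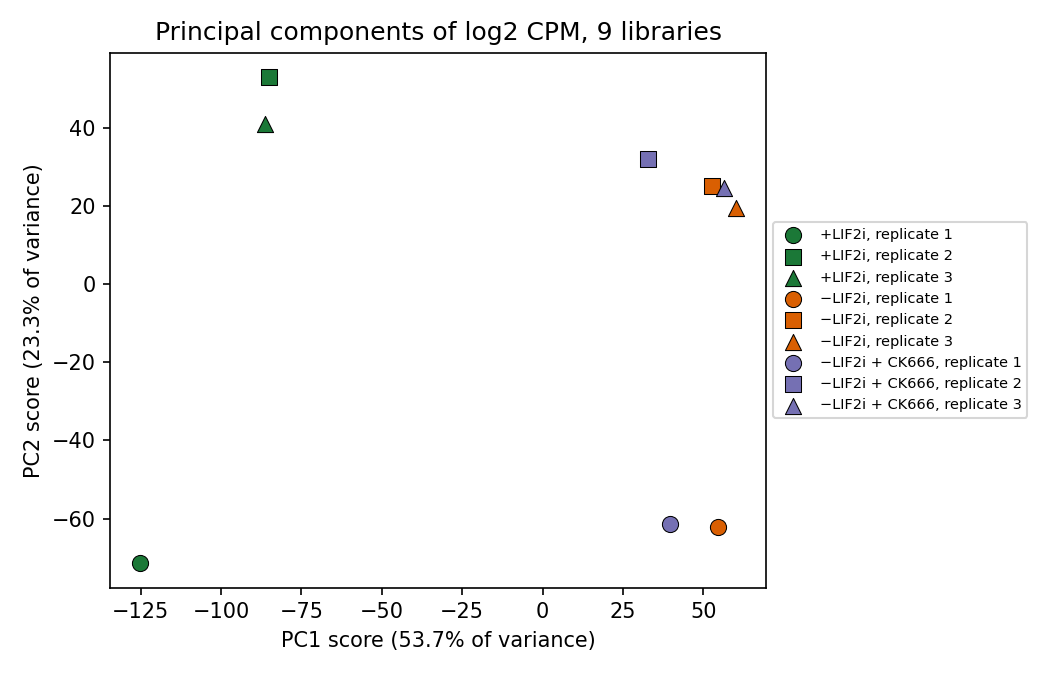
Scores of the 9 libraries on the first principal components of log2 CPM, with PC1 (53.7% of variance) on the x axis and PC2 (23.3%) on the y axis. Colours mark the groups and symbols the replicates; the replicate 1 libraries lie between -71.4 and -61.3 on PC2 and the others between 19.4 and 52.8.

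The comparison of control cells without and with LIF2i measured the withdrawal itself. With the replicate block, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 5967 of 14648 genes, 3087 raised and 2880 lowered, and 3269 of them had an absolute log2 fold change of at least 1. Without the block 3509 genes were called, beside the same-number correlation of 0.41. Leaving out the replicate 3 libraries moved this count most, to 3099.

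Transcripts of the naive pluripotency state fell. Esrrb (chromosome 12, 86361117 to 86521628) went from 879 ± 203 CPM (SD, n = 3) with LIF2i to 29.9 ± 7.94 CPM (n = 3) without. Its log2 fold change was -4.95 (SE 0.44, edgeR adjusted p 8.7e-05 with the block and 0.00018 without, 1.4e-21 to 0.0062 over the 16 alternatives). Klf4 changed by -5.80 (SE 0.33) on the log2 scale, Tfcp2l1 by -5.68 (SE 0.58), Zfp42 by -4.22 (SE 0.31), Tbx3 by -5.28 (SE 0.55) and Nanog by -2.12 (SE 0.20). Each of these had an edgeR adjusted p of at most 0.00028 and the same direction in 3 of 3 pairs. Sox2 changed by -1.84 (SE 0.26, edgeR adjusted p 0.00059). Pou5f1 was at 1336 ± 509 CPM with LIF2i and 1085 ± 84.8 CPM without (n = 3 each). Its log2 change of -0.24 (SE 0.23) was within the spread between replicates (edgeR adjusted p 0.42, direction shared by 2 of 3 pairs) and turned positive when the replicate 2 library with LIF2i, or all replicate 2 libraries, were left out. It passed in 2 of 16 alternatives, at -0.54 without the replicate 1 library with LIF2i (edgeR adjusted p 0.0056) and at -0.53 without all replicate 1 libraries (0.0078), with a largest adjusted p of 0.98. Pou5f1 shares 14.1% of its exonic bases with an annotated gene on the other strand.

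Most transcripts of the formative state and of contractile genes rose. Fgf5 (chromosome 5, 98254184 to 98277030) was at or under 1 count in each library with LIF2i and at 47.4 ± 11.8 CPM (n = 3) without, at least 293-fold higher. Dnmt3b rose by 4.51 (SE 0.26) on the log2 scale, Pou3f1 by 4.12 (SE 0.37) and Otx2 by 1.70 (SE 0.20), with edgeR adjusted p of 5.3e-06, 7.5e-05 and 0.00020. Srf, which encodes an actin-responsive transcription factor, rose by 2.10 (SE 0.14), Cnn1 by 6.78 (SE 0.43), Tpm1 by 2.79 (SE 0.28) and Tagln by 5.73 (SE 0.51), each with an edgeR adjusted p of at most 0.0001. Tagln shares 67.9% of its exonic bases with genes on the opposite strand, so its counts are uncertain. Egr1 rose by 5.37 (SE 0.49, edgeR adjusted p 5.0e-05). Lefty2 fell by 2.65 (SE 0.16), while Id1 rose by 1.54 (SE 0.17), Id2 by 2.71 (SE 0.41) and Nes by 1.34 (SE 0.22), each with an edgeR adjusted p of at most 0.00123. The genes of this paragraph moved in one direction in 3 of 3 pairs.

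Among subunits of the Arp2/3 complex, Actr2 fell by 0.60 (SE 0.11, edgeR adjusted p 0.0018) and Arpc5 rose by 0.84 (SE 0.18, edgeR adjusted p 0.0053) after withdrawal. Actr3 changed by 0.07 (SE 0.11) and Arpc4 by -0.03 (SE 0.11), both within the spread between replicates, with edgeR adjusted p of 0.65 and 0.87 and directions shared by 2 of 3 pairs. Vcl rose by 0.94 (SE 0.21, edgeR adjusted p 0.0071) and Ier3 fell by 1.03 (SE 0.35, edgeR adjusted p 0.043). Actr2, Arpc5, Vcl and Ier3 moved in one direction in 3 of 3 pairs. Without the block Actr2 and Ier3 lost their call, at adjusted p of 0.21 and 0.17. Over the 16 alternatives Actr2 passed in 15 (adjusted p 1.3e-06 to 0.21) and Ier3 in 4 (0.0012 to 0.32). Vcl shares 25.5% of its exonic bases with a gene on the other strand, and Arpc4 shares 12.2% with Ttll3.

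Over the marker panels, 67 of 96 tested genes were called for withdrawal when adjusted over all genes and 69 when adjusted over the list alone. Without the block these counts were 54 and 56. In the camera test the naive pluripotency panel had a median log2 fold change of -4.89 over 13 genes (limma adjusted p 9.3e-09). The formative panel had a median of 3.96 over 10 genes and the panel of SRF and MRTF targets 3.59 over 14 genes, each with a limma adjusted p of 1.2e-05. By edgeR 9 of the formative genes and 13 of the SRF and MRTF targets were called as raised. The formative gene Tcf15 was not called, at 0.55 (SE 0.42, edgeR adjusted p 0.33). The SRF and MRTF target Tagln2 was lowered, at -0.64 (SE 0.20, edgeR adjusted p 0.026). Without the block the adjusted p-values of the 3 panels were 9.7e-13, 2.4e-07 and 3.7e-07. Over the 13 alternatives the largest adjusted p of each of the 3 was 0.805. Targets of the ERK pathway had a median of 0.76 (limma adjusted p 0.060 with the block and 0.025 without). With the inter-gene correlation estimated from the data none of the 30 panel tests passed, and 0 had an unadjusted p under 0.05.

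The genes with the largest changes were mostly near 0 in one of the groups. Enpp2 was undetected in all 3 libraries with LIF2i and at 93.5 ± 80.1 CPM (n = 3) without, at least 577-fold higher. This bound leans on replicate 1, at 186 CPM without LIF2i, against 53.7 and 41.1 CPM in replicates 2 and 3. Ccdc194 was likewise undetected with LIF2i and at 17.6 ± 3.56 CPM without, at least 109-fold higher. Fndc3c1 rose by 10.11 (SE 0.48) and Car4 by 9.81 (SE 0.52) on the log2 scale. With LIF2i Fndc3c1 was at 0, 0 and 0.243 CPM and Car4 at 0, 0.261 and 0 CPM. Their changes ran from 9.17 to 13.69 and from 9.33 to 13.36 over the 12 fits that left out libraries, so their size is uncertain. The lowered genes Trpm1, Prdm14, Myh13, Jam2 and Lrrc31 changed by -8.62 (SE 0.47), -7.85 (SE 0.50), -6.98 (SE 0.41), -6.90 (SE 0.51) and -6.73 (SE 0.72). Each of these genes had an edgeR adjusted p of at most 0.00020 and one direction in 3 of 3 pairs. Trpm1 reached 131 CPM in replicate 1 but 14.7 CPM in replicate 2 with LIF2i.

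The comparison of CK666 with control cells, both without LIF2i, measured the effect of the inhibitor during withdrawal. With the block, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 300 genes, 169 raised and 131 lowered, and 126 had an absolute log2 fold change of at least 1. All 300 moved in one direction in 3 of 3 pairs. Without the block 0 genes were called, beside the same-number correlation of 0.41, and 1251 had an unadjusted p under 0.05, where 732.4 would be reached by chance. The count was the most variable of the comparisons: it rose to 1811 when the replicate 1 libraries were left out and was 0 when those of replicate 3 were left out, with 1360 genes at an unadjusted p under 0.05.

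**Figure D3:**
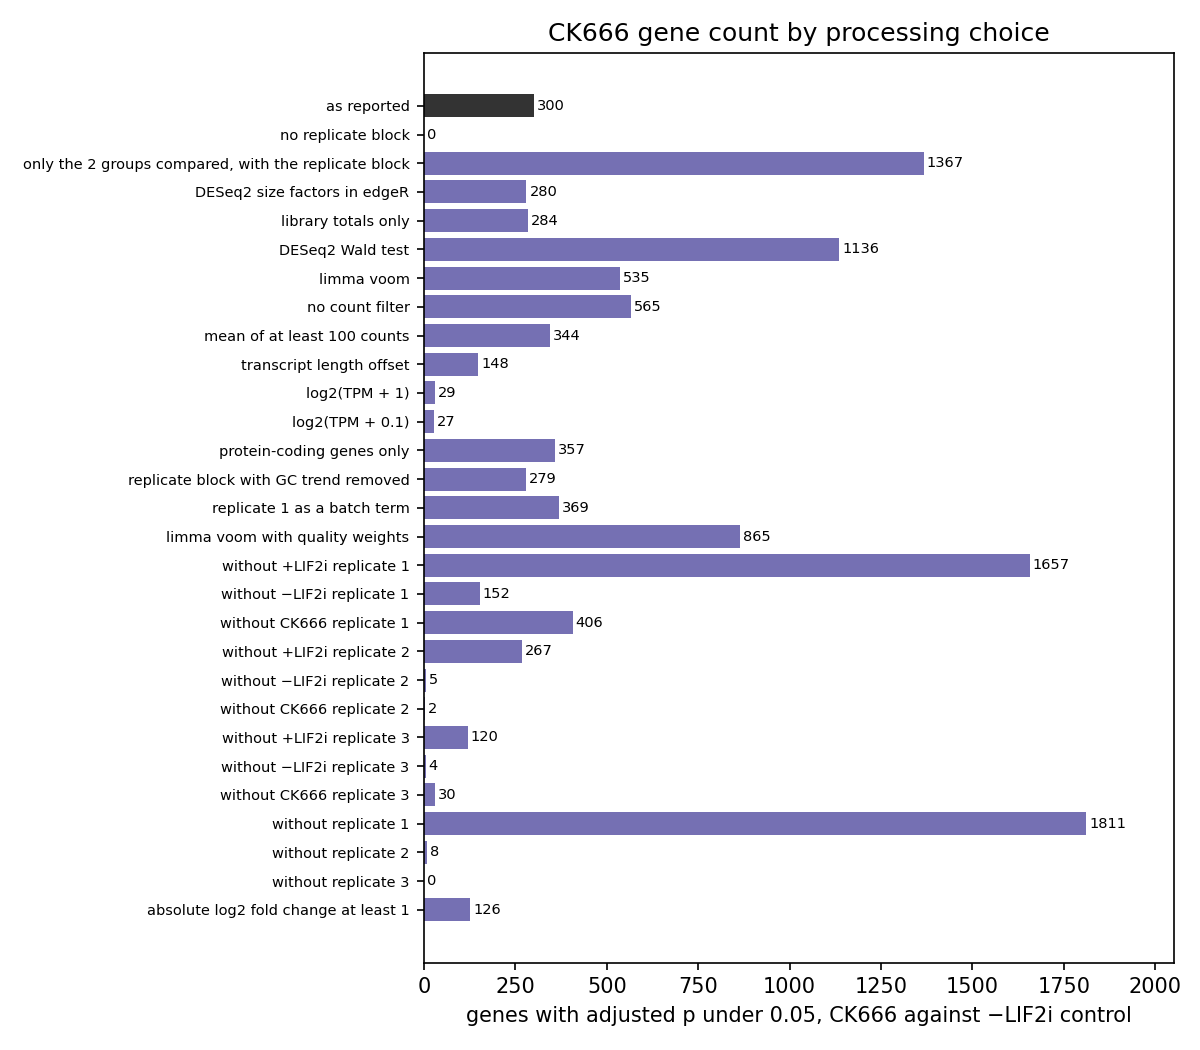
Number of genes with an adjusted p-value under 0.05 for CK666 against control without LIF2i (x axis) under each processing choice (y axis), with the reported count of 300 as the dark bar. The counts run from 0 to 1811.

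The panel genes called for CK666 numbered 11. Fgf5 was at 5.87 ± 4.25 CPM (SD, n = 3) with CK666 against 47.4 ± 11.8 CPM (n = 3) in control cells, a log2 fold change of -3.16 (SE 0.43, edgeR adjusted p 0.021 with the block and 0.26 without, 0.00041 to 0.34 over the 16 alternatives). Tbx3 (chromosome 5, 119670669 to 119684724) was at 51.8 ± 22.1 CPM with CK666 against 5.54 ± 1.72 CPM in controls, a log2 fold change of 3.31 (SE 0.52, edgeR adjusted p 0.031 with the block and 0.19 without, 4.1e-06 to 0.35 over the 16 alternatives). Egr1 fell by 3.07 (SE 0.42, edgeR adjusted p 0.019) and Lefty2 by 1.31 (SE 0.16, edgeR adjusted p 0.012). Id1 rose by 1.68 (SE 0.17, edgeR adjusted p 0.0074) and Id2 by 1.86 (SE 0.37, edgeR adjusted p 0.046). Vcl, Nes, Ier3, Arpc5 and Arpc4 were also called, at -1.07 (SE 0.21), -1.24 (SE 0.22), -1.82 (SE 0.38), -0.94 (SE 0.18) and -0.54 (SE 0.11), with edgeR adjusted p between 0.031 and 0.048. All 11 moved in one direction in 3 of 3 pairs, and all 11 lost their call without the block, where 26 of the 96 had an unadjusted p under 0.05. Of the 16 alternatives, Id1 passed in 11, Fgf5, Egr1 and Lefty2 in 9 and Arpc5 in 7. Tbx3, Nes and Ier3 passed in 6, Vcl and Id2 in 5 and Arpc4 in 4.

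Other panel genes did not pass when adjusted over all genes. Esrrb rose by 1.26 (SE 0.38), Nanog by 0.37 (SE 0.19), Klf4 by 0.12 (SE 0.31) and Pou5f1 by 0.11 (SE 0.22), with edgeR adjusted p of 0.13, 0.32, 0.88 and 0.83. Pou3f1 fell by 1.22 (SE 0.33), Otx2 by 0.60 (SE 0.20) and Srf by 0.52 (SE 0.13), with edgeR adjusted p of 0.091, 0.13 and 0.070. Actr3 changed by -0.01 (SE 0.11, edgeR adjusted p 0.99). The direction was shared by 2 of 3 pairs for Nanog, Klf4, Pou5f1 and Actr3, and by 3 of 3 for the others. Of the 16 alternatives, Pou3f1 and Srf passed in 3 each (smallest adjusted p 0.00041 and 0.014) and Nanog in 1 (0.010). Still adjusted over all genes, Esrrb, Klf4, Pou5f1, Otx2 and Actr3 passed in 0. Adjusted over the list alone, 28 of the 96 panel genes passed with the block and 8 without it. The 28 include Esrrb, Pou3f1, Otx2 and Srf, with unadjusted edgeR p of 0.011, 0.0054, 0.013 and 0.0028. They do not include Nanog, Klf4, Pou5f1 or Actr3.

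**Figure D4:**
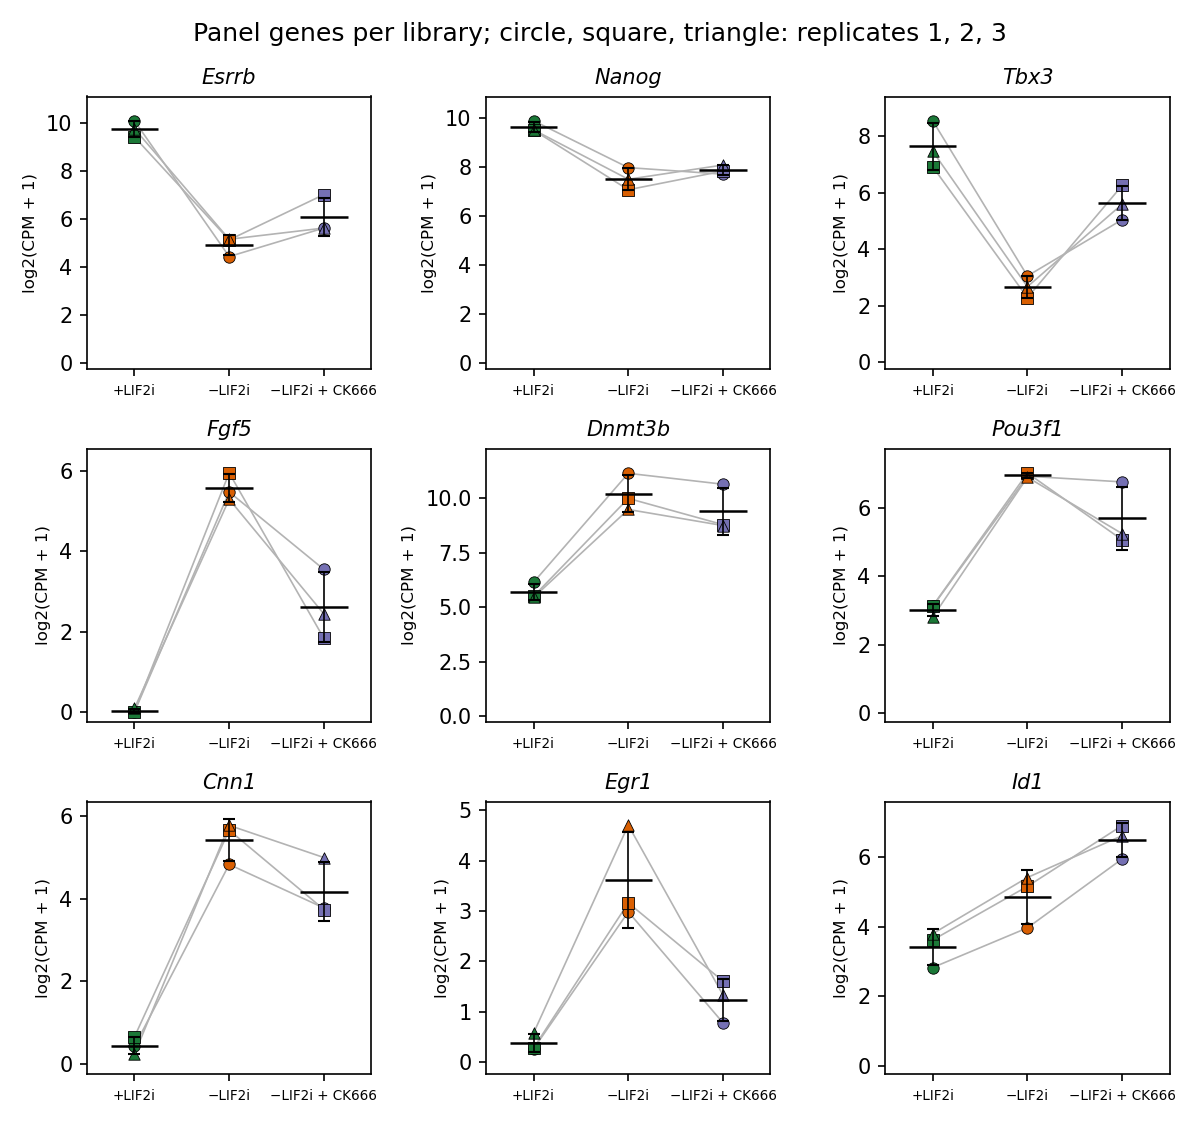
Log2(CPM + 1) of 9 panel genes (y axis) in the 3 groups (x axis). Points are libraries, grey lines join replicates with the same number, and black bars give the mean ± SD; Fgf5 and Egr1 lie lower and Tbx3 and Id1 higher with CK666 than in the control without LIF2i in all 3 pairs.

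By camera, 3 panels passed for CK666. The naive panel had a median log2 fold change of 0.68 (limma adjusted p 0.0010 with the block and 3.1e-05 without). The formative panel had -0.84 (limma adjusted p 0.0017 and 9.2e-05), and the SRF and MRTF panel had -0.87 (limma adjusted p 0.00033 and 3.1e-05). Targets of the ERK pathway had a median of -0.33 (limma adjusted p 0.060 with the block and 0.041 without). The primitive streak and mesoderm panel had -0.36 (limma adjusted p 0.17 and 0.060) and the Arp2/3 panel -0.02 (limma adjusted p 0.18 and 0.25). Over the 13 alternatives the largest adjusted p of the naive, formative and SRF panels was 0.805, with the inter-gene correlation estimated. The naive panel passed in 11 of the 13 and also lost its call when the control library without LIF2i of replicate 1 was left out (limma adjusted p 0.059), while the formative and SRF panels passed in 12. When labels were swapped within pairs, 3 of the 4 splits, the real one included, gave at least 3 panels; each swap left the other pairs in their true order.

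The lowered genes with the largest changes were Ndufa4l2, Grin1, Fgf5, Prickle1 and Anxa2, and the raised ones were Mymx, Tbx3, Zeb1, Il4i1 and Nupr1. Ndufa4l2 went from 13.4 ± 8.24 to 1.08 ± 0.665 CPM (n = 3 each). Its log2 fold change was -3.66 (SE 0.34, edgeR adjusted p 0.0074 with the block and 0.33 without, 1.1e-20 to 0.33 over the 16 alternatives). Grin1 changed by -3.35 (SE 0.27), Prickle1 by -2.49 (SE 0.32) and Anxa2 by -2.22 (SE 0.22), with edgeR adjusted p of 0.0055, 0.018 and 0.0074. Mymx rose by 3.60 (SE 0.49), Zeb1 by 2.05 (SE 0.23), Il4i1 by 2.03 (SE 0.35) and Nupr1 by 1.97 (SE 0.39), with edgeR adjusted p of 0.019, 0.011, 0.030 and 0.042. All of these had one direction in 3 of 3 pairs. Il4i1 shares 86.3% of its exonic bases with other genes, among them Nup62, and Grin1 13.5% with an antisense transcript, so their counts are uncertain.

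Of the 300 genes called for CK666, 218 were also called for withdrawal. In 185 of these (84.9%) the changes ran in opposite directions, 111 lowered by withdrawal and raised by CK666 and 74 raised and then lowered. The other 33 changed in one direction. Without all replicate 1 libraries 1019 of 1192 genes ran in opposite directions. Leaving out the control libraries without LIF2i of replicate 2 or 3 left 5 and 3 genes called in both, with 0 in opposite directions, while 1856 and 1808 genes had an unadjusted p under 0.05 for CK666. No gene was called in both comparisons without the block, where 1251 genes had an unadjusted p under 0.05 for CK666. Both comparisons use the control libraries without LIF2i, so noise in these alone can give opposite signs. Between replicate numbers that share no library, the changes correlated across genes with a median Pearson r of -0.21 (-0.35 to -0.09).

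**Figure D5:**
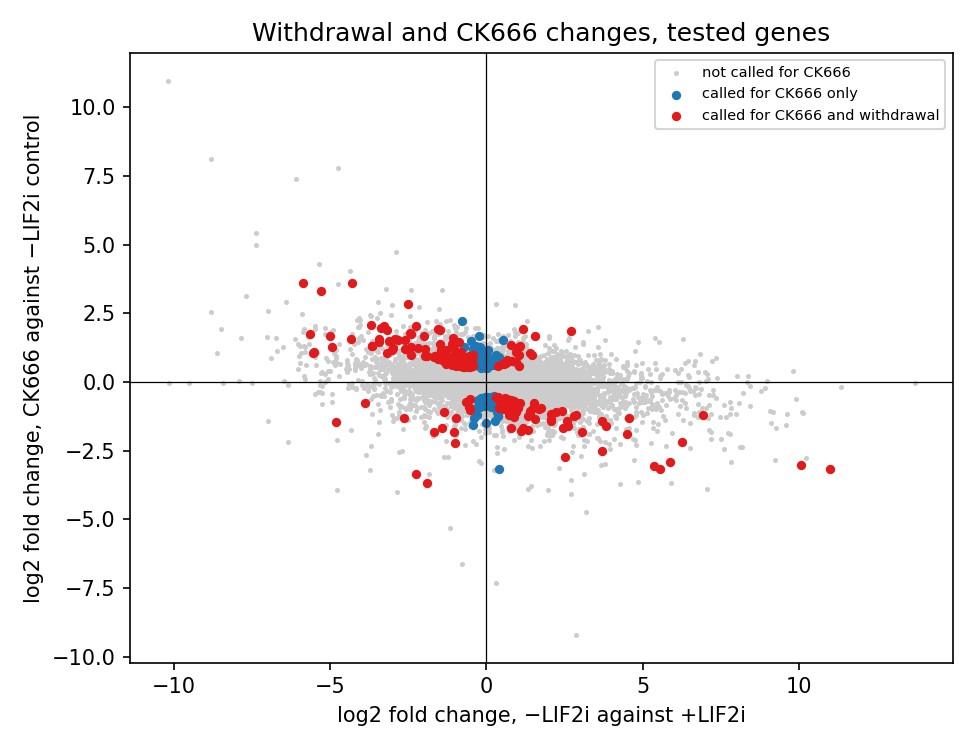
Log2 fold change of withdrawal (x axis) against that of CK666 in withdrawn cells (y axis) for the 14648 tested genes. Grey points were not called for CK666, blue points were called for CK666 alone (82 genes) and red points for both (218 genes, 185 of them in the quadrants of opposite sign).

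Cells with CK666 and without LIF2i were also set against self-renewing cells. With the block, edgeR called 5408 genes, 2902 raised and 2506 lowered, and without it 2966, beside the same-number correlation of 0.41. The naive panel had a median log2 fold change of -3.69, the formative panel 2.97 and the SRF and MRTF panel 2.51, with limma adjusted p of 2.2e-08, 5.6e-05 and 0.00024 with the block, and 3.8e-12, 1.8e-06 and 3.1e-05 without. Of the 96 panel genes 61 were called, or 72 when adjusted over the list alone. Without the block these counts were 51 and 57. Nanog changed by -1.75 (SE 0.19), Esrrb by -3.69 (SE 0.42) and Tbx3 by -1.97 (SE 0.48), with edgeR adjusted p of 0.00016, 0.00034 and 0.016. Fgf5 was at least 36.2-fold higher than in self-renewing cells. This bound leans on replicate 1, at 10.7 CPM with CK666, against 2.55 and 4.41 CPM in replicates 2 and 3. Dnmt3b rose by 3.71 (SE 0.25), Id1 by 3.23 (SE 0.18) and Id2 by 4.58 (SE 0.43), with edgeR adjusted p of at most 0.00011. Vcl changed by -0.13 (SE 0.21, edgeR adjusted p 0.67) and Nes by 0.11 (SE 0.22, edgeR adjusted p 0.73), both within the spread between replicates and with directions shared by 2 of 3 pairs; the other genes of this paragraph moved in one direction in 3 of 3.

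Among the largest changes in this comparison, Enpp2 was at least 488-fold and Ccdc194 at least 94.7-fold higher with CK666 than with LIF2i. Car4 rose by 10.20 (SE 0.52) and Fndc3c1 by 9.00 (SE 0.49) on the log2 scale. Over the 12 fits that left out libraries these ran from 9.58 to 13.91 and from 7.93 to 12.60. Myh13, Trpm1, Xaf1, A2m and Prdm14 changed by -8.38 (SE 0.46), -7.57 (SE 0.44), -6.88 (SE 0.52), -6.26 (SE 0.18) and -6.26 (SE 0.44). All of these moved in one direction in 3 of 3 pairs, with edgeR adjusted p of at most 5.4e-05.

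The share of the withdrawal change retained with CK666 was measured in replicate numbers not used to choose the genes. Raised genes retained 92.9% ± 9.30 (SD, n = 3), with 88.4%, 86.7% and 103.6% in the 3 numbers. Lowered genes retained 84.9% ± 8.16 (n = 3), with 90.7%, 75.6% and 88.5%. An exact sign-flip permutation test against 100%, two-sided, gave p = 0.5 for raised and 0.25 for lowered genes. As 0.25 is the smallest p that 3 pairs allow, the test could not have passed 0.05, and whether the shares differ from 100% stays open.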

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

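The test of this part was chosen before the result was seen. Transcripts without a gene in the annotation used for the gene comparisons were tested on their own, with the scaling and the block of the gene fit. Of 709 tested, 28 had an adjusted p-value under 0.05 for withdrawal by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 16 raised and 12 lowered. For CK666 0 were called, and 48 had an unadjusted p under 0.05, where 35.45 would be reached by chance. For CK666 against self-renewal 36 were called. Some tested transcripts had identical values in all comparisons, so the 709 tests and 36 calls hold some signals more than once. A pair of the 36 each changed by -3.82 on the log2 scale (edgeR adjusted p 0.043). The signal was picked out because it lies in data that the gene comparisons do not use. Reads shared with other transcripts are a candidate explanation. Of the called transcripts, 92.9% had estimated counts that were not whole in some library. No such share is given here for uncalled transcripts, so this value alone cannot weigh the explanation. A shared read can still follow a true change, so the signal cannot be told apart from this explanation. A response to withdrawal of the genes that these transcripts belong to was not tested separately.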

How the results depend on the processing

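The count for withdrawal changed by over 1.5 times without the block (3509 against 5967), with a log2 fold change threshold of 1 (3269), without replicate 2 (3746) and without replicate 3 (3099). Over all 12 fits that left out libraries it ran from 3099 to 6588. The count for CK666 against self-renewal went from 5408 to 2966 without the block, 2962 with the threshold, 3544 without the CK666 library of replicate 3, 3336 without replicate 2 and 2413 without replicate 3. Over the 12 fits it ran from 2413 to 6129. Of the 3509 genes called for withdrawal without the block, 3505 were among the 5967. The other alternatives for these 2 counts stayed within 1.5 times. The balance of raised and lowered genes moved with the scaling. For withdrawal 3087 raised and 2880 lowered became 3434 and 2462 with library totals alone, and 2899 and 3003 with the GC trend removed. For CK666 against self-renewal 2902 and 2506 became 3184 and 2124, and 2660 and 2701, in the same order. The cause of the changes was not tested.

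The CK666 count of 300 depended most on the processing. It was 0 without the block and 1367 when the fit held the 6 libraries of the 2 groups alone. It was 1136 with DESeq2, 535 with voom, 565 without a count filter, 148 with a transcript length correction, 29 on log2(TPM + 1), 27 on log2(TPM + 0.1) and 126 with the fold-change threshold. With voom and quality weights, chosen after seeing the data, it was 865. Over the 12 fits that left out libraries it ran from 0 to 1811. Of the genes called by DESeq2 300 were shared with the reported list, with voom 296, without a filter 292, with the length correction 134 and on log2(TPM + 1) 25. On simulated counts, 33 of the calls made by DESeq2 were false, against 9 for edgeR, a share of 15.3% against 5.23%. With a batch term for replicate 1, chosen after seeing the data, 369 genes were called, 270 of them in the reported list. Removing the GC trend gave 279, the DESeq2 size factors 280 and library totals alone 284. The reported 169 raised and 131 lowered genes became 141 and 143 with library totals alone, and 150 and 129 with the GC trend removed. The cause of the changes was not tested, apart from the effect of one library on the spread given under the other observations.

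Genes called in both comparisons numbered 218, and 0 without the block, where 1251 genes had an unadjusted p under 0.05 for CK666. They numbered 754 with DESeq2, 657 of them in opposite directions, and 88 with the threshold, 74 in opposite directions. Fits that left out libraries gave 0 to 1192. Opposite directions were held by 1019 of 1192 genes without replicate 1, 882 of 1049 without the library of replicate 1 with LIF2i, and 264 of 309, 166 of 197, 92 of 108, 70 of 88 and 23 of 29 in other fits. Where few genes were called they were not: 0 of 5 genes when the control library without LIF2i of replicate 2 was left out, 0 of 3 when that of replicate 3 was, 1 of 2 without the CK666 library of replicate 2 and 3 of 8 without all of replicate 2. In these fits 1856, 1808, 1617 and 1302 genes had an unadjusted p under 0.05 for CK666. The cause was not tested. The retained shares moved by less than 1 SD under all alternatives tried.

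Panels past the threshold numbered 9 as reported and 0 with the inter-gene correlation estimated, where 0 of 30 had an unadjusted p under 0.05. They numbered 11 without the block, 11 on log2(TPM + 1), 9 with library totals alone and 9 to 13 over the fits that left out a library. Panel genes called for CK666 numbered 11, 0 without the block (26 at unadjusted p under 0.05), 25 with DESeq2, and 0 to 30 over the fits that left out a library. The estimate of the inter-gene correlation rests on 4 residual degrees of freedom, and the cause of its effect was not tested. For withdrawal they numbered 56 to 69 and for CK666 against self-renewal 54 to 62 over the same fits.

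Directions changed for a few small changes. On log2(TPM + 1), Actr3 went to -0.019 for withdrawal and 0.091 for CK666, and Arpc4 to 0.018 for withdrawal. With library totals alone Arpc4 was at 0.045. Across fits that left out libraries, the changes ran from -0.54 to 0.039 for Pou5f1 and from -0.15 to 0.075 for Arpc4 after withdrawal. For CK666 they ran from -0.24 to 0.61 for Klf4, from -0.087 to 0.27 for Pou5f1, from -0.055 to 0.056 for Actr3 and from -1.26 to 0.25 for the median of the primitive streak and mesoderm panel. For CK666 against self-renewal they ran from -0.33 to 0.21 for Vcl and from -0.17 to 0.46 for Nes. The cause was not tested. None of these had passed the threshold as reported. Of 82 gene results examined, 21 lost their call without the block, and 13 on log2(TPM + 1).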

Other observations

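The tests on swapped labels and on opposite directions were chosen before their results were seen. Those on replicate 1, on the CK666 gene count and on the 200 genes with the smallest p-values were chosen only after the results that prompted them.

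Labels were swapped within same-numbered pairs, which gives 4 splits per comparison with the real one. The real split was the only one, so 1 of 4, to give as many called genes for withdrawal (5967), for CK666 (300) and for CK666 against self-renewal (5408). It was also the only one to give as many panel genes (67, 11 and 61) and opposite-direction genes (185). The swapped splits gave 0 called genes, with 36 to 385 genes at an unadjusted p under 0.05 for withdrawal, 70 to 465 for CK666 and 67 to 625 for CK666 against self-renewal. With 4 splits the share cannot be under 0.25, so none of these results can be told apart from a chance split by this test. As many panels as in the real split were given by 2 of the 4 splits for withdrawal, 3 of 4 for CK666 and 2 of 4 for CK666 against self-renewal. Swapping 1 of 3 pairs leaves the other pairs in their true order, so part of a real panel change stays in each swapped split. The swaps therefore cannot show whether the panel counts are within chance.

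CK666 and withdrawal changes ran in opposite directions in 185 of 218 shared genes. Noise in the shared control libraries would give no correlation between replicate numbers that share none, where the median Pearson r was -0.21. After removal of each library's GC trend 171 opposite-direction genes were called, and 212 after all libraries were thinned to the smallest total, so neither GC content nor depth accounts for the count. A candidate explanation is a delay along the withdrawal path. As the test was set, genes called for CK666 from 2 replicate numbers were read in the third: 70.3% of 1746 genes (from the 14648 tested with all libraries, where a filter repeated on the remaining libraries gave 1811) ran against withdrawal in replicate 1 and 37.5% of 8 genes in replicate 2, and 0 genes were called for replicate 3. The mean over the 2 numbers was 53.9%, in the range set beforehand as speaking against a delay, but the mean of 3 that had been set could not be formed and one value rests on 8 genes. A version chosen after those call counts were known, with the 200 genes of smallest p-value, gave 70.0%, 70.0% and 80.5%, a mean of 73.5% ± 6.06 (SD, n = 3). This falls in the range set as undecided, so a delay can be neither told apart from nor excluded by these data. The other 33 shared genes, Id1, Id2, Lefty2, Grin1 and Ndufa4l2 among them, moved further in the direction of withdrawal with CK666. A delay alone would not give these 33 unless their course over time turned, which was not measured. The controls may also have lacked the solvent of CK666, which was not tested.

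The replicate 1 libraries had the largest totals of their groups but the fewest genes detected, 15690 to 17605 against 18166 to 18749 in replicates 2 and 3. Mitochondrial genes held 0.422% to 0.734% of the counts in replicate 1 and 1.08% to 1.76% in the others, and ribosomal protein genes 2.61% to 4.36% against 7.23% to 8.45%. The widest 95% Wilson half-width of these shares was 0.0133 points. After thinning to the smallest total, the lowest number of genes in replicates 2 and 3 still exceeded the highest in replicate 1 by 755. This test could not have come out otherwise, since the replicate 1 libraries had the largest totals of their groups and thinning lowers their gene numbers further. Trends on GC content and transcript length explained 18.6% of the variance across genes of the replicate 1 difference, less than had been set for this explanation. The difference still had a Spearman correlation of 0.41 with transcript length and -0.14 with GC content. Genes with longer transcripts thus tended to be higher in replicate 1, and a part of the difference goes with length. The scatter of low-count genes between the 2 libraries without LIF2i was 4.11 in replicate 1, 2.42 in replicate 2 and 2.51 in replicate 3. The value of replicate 1 was 1.64 times the higher of the others, so fewer distinct molecules per read may contribute. This scatter also holds the effect of CK666, and a difference in the cultures was not tested, so the origin stays open.

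On withdrawal, 42 genes changed by over 1 (log2) in each replicate number, with replicate 1 against the sense of both other numbers. The same count was 15 for replicate 2 and 9 for replicate 3. Actb, chosen after its values were seen, was at 5060 CPM with LIF2i and 3805 CPM without in replicate 1, but at 916 and 1522 CPM in replicate 2 and 1124 and 1855 CPM in replicate 3. Its log2 changes were -0.41, 0.73 and 0.72, so it is not among the 42 genes, which changed by over 1 in each replicate number. Actg1 rose in all 3 pairs, by 0.81, 2.48 and 2.66 (log2). Reads can be shared between these genes and their pseudogenes. The labels give no sequencing batch, and a candidate explanation for the 42 genes is a difference between replicate 1 and the other cultures or preparations, which the count alone cannot separate.

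The number of genes called for CK666 may be limited by one library of a group that the comparison does not use. Without the replicate 1 library with LIF2i, the common biological coefficient of variation was 0.155, against 0.211 with all libraries and 0.204 to 0.231 without any other single library, and 1657 genes were called. This library enters through the shared estimate of the spread and the block. As the fit of the 6 libraries alone gave 1367 genes, a count of 300 is likely to depend on it, and no fit is singled out here as the right one.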
